A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

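Tail DNA of 10 mice of 1 non-irradiated C57BL/6J/Nrs family (1 sire, 1 dam and 8 progeny) was measured by array CGH on custom Agilent arrays. In this method the DNA of a test mouse and that of a reference mouse carry different fluorescent dyes and compete for the same oligonucleotide probes, so the ratio of both colours measures relative copy number. Each mouse was hybridized against 1 reference male on 2 arrays, with the mouse in Cy3 on 1 array and in Cy5 on the other, which made 20 arrays. The labels gave the role of each mouse in the family and the dye of each channel. They gave no sex for the progeny, so no values of the progeny were averaged or tested by sex. The closing section compares which parent each progeny mouse is nearest to at single probes with the same pattern at the X and Y probes.

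Per the file headers, the authors scanned the arrays and extracted the spots with Feature Extraction 10.7.1.1, and probe positions were on the mouse build mm9 (NCBI37). The authors' deposited scanner files give for every spot a log10 ratio of red over green processed signal, which the software had background-subtracted, spatially detrended and linearly dye-normalized within the array. The same deposited files give the intensity of each spot and of its local background as median pixel brightness, with no normalization. The authors also deposited a table of log2 ratios for the whole series. Set against the scanner files, its values were the software's ratios on a log2 scale with no further centring, turned to reference over mouse on every array.

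The log10 ratios were converted to log2 and turned to mouse over reference, which is opposite to the direction of the deposited series table. Control spots and spots that the software marked as non-uniform (15 to 158 of 966371 per array) were left out, no spot was saturated, spots of 1 probe were averaged, and each array was centred on its autosomal median. No loess or quantile step was applied. There were 950622 autosomal probes on 19 autosomes with a median spacing of 2.05 kb, 68 X probes and 23 Y probes. Both arrays of a mouse were used as 1 replicate. No counts lie behind the values, so precision is limited by the number of arrays and by their brightness. In all, 813170 autosomal probes (85.5%) were well above background in both colours on all 20 arrays.

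A probe was called positive by the thresholds of the study's first screening, which were a log2 ratio beyond 0.8 in both dye orientations, or beyond 0.5 in both orientations for 2 adjacent probes. The sign had to be the same in both orientations, which the stated rule does not spell out. As a background that copy number does not produce, the same thresholds were applied to values of opposite sign in the 2 orientations. Runs of at least 2 positive probes of 1 sign, with at most 2 other probes between neighbours, made regions, and the union over the 10 mice made family regions. Parents were taken to differ at a region called in 1 of them whose parental medians lay at least 0.4 apart. Progeny nearer in median to the carrier parent counted as carriers, regions of 1 chromosome within 5 Mb counted as 1, and carriers were compared with even odds by an exact two-sided binomial test with Benjamini-Hochberg adjustment. De novo candidates were probes positive in a progeny mouse and in neither parent. As in the study, those with 2 or more positive probes were called Type L and those with 1 were called Type S. The study went on to a second array and to quantitative PCR, which were not analysed here.

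Across probes, limma 3.58.1 in R 4.3.3 tested the family mean against 0 and the progeny against the parents on 949914 autosomal probes measured on every array, with 1 value per mouse. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a size of at least 0.5. The mice are relatives and share 1 reference, so these p-values measure only the spread among them. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Intervals of medians are 95% bootstrap intervals over probes from 10000 resamples.

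The rules were tested on simulated data. Losses of 1.00 and gains of 0.58 in log2 were added to 200 stretches of the real values of each progeny mouse for each length. Losses over 2 probes were recovered as Type L in 85.4% of stretches and over 5 probes in 99.7%. Gains were recovered in 12.6% of stretches of 2 probes, 58.1% of 10 probes and 82.8% of 20 probes. Fits were also simulated with normal noise of the residual spread of each probe, equal in all mice, while the real arrays differed in spread. In these, limma recovered 94 of 100 planted gains and 100 of 100 planted losses for the family mean. For progeny against parents it recovered 26 of 100 gains and 86 of 100 losses.

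Regions and probes named in the text followed a rule set before the data were examined. It took the 12 family regions with the most probes and the next 8 by number of mice, all regions at which the parents differed, the 10 Type L candidates with the most probes, the 5 Type S candidates of largest size, and for progeny against parents the 5 probes with the smallest p. The text gives these in short form where they were short and found in a single mouse. Ties in number of probes or mice were taken in order of position, for Type L by mouse first. Named candidates of 2 probes were therefore not chosen by size. Scan days formed 5 batches of 2 mice, with both parents in a batch of their own. Alternatives were no centring, normexp background correction with an offset of 50, the deposited series table, all non-control spots, bright probes only, other thresholds, other region rules, means of 5 adjacent probes, each dye alone and each progeny mouse left out. Normexp was run on the median signals, the spot brightness used here. Added after seeing the data were the rule with signs ignored, removal of the dye bias of each probe as averaged over the other mice, progeny 3 and 7 left out together, each dye alone for progeny against parents, and the scan batch as a random block in limma.

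Gene annotation and sequence of build mm9 were not used here, and the files name no gene for a probe. Coordinates were not converted between builds. The planned tests of gene lists and of antigen receptor loci, the value of Tfrc, and a correction for GC content were therefore not run, and regions are given by position only.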

Results

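Array CGH of 1 non-irradiated family was analyzed to find which differences in DNA copy number the parents carried, which of them the progeny received, and which probes differed between a progeny mouse and both of its parents. The study compared such families with families of irradiated sires. Irradiated families were not analysed here, so the values describe the unexposed side of that comparison. The family held 1 sire, 1 dam and 8 progeny, each hybridized in a dye swap against the same reference male.

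The arrays differed in brightness. Averaged over both dyes and both arrays, the median signal was 197 in the sire, 230 in the dam and 221 in progeny 8. It was 113 in progeny 1, 106 in progeny 2, 92.6 in progeny 4, 113 in progeny 5 and 104 in progeny 6. Progeny 3 and progeny 7 were the dimmest, at 65.0 and 63.0, and 7.46% and 8.08% of their spots were not well above background in at least 1 colour. The spread between neighbouring probes ran from 0.176 to 0.341 over the 20 arrays, and 5 arrays lay outside the range the scanner software accepts. Progeny 3 and 7 account for 4 of these 5 arrays, and the fifth was an array of progeny 5.

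The X and Y probes checked the labels of the parents. Relative to the reference male, the median log2 ratio over 68 X probes was 0.90 in the dam and -0.0032 in the sire, a difference of 0.90 (95% interval over probes 0.87 to 0.95). Over 23 Y probes the medians were -1.20 in the dam and -0.06 in the sire, a difference of -1.15 (95% interval -1.86 to -0.54). With 1 mouse per parent there is no test of these differences. Both arrays of each parent gave the same direction, so the dyes named in the labels were used for all signs. Among the progeny, X medians were 0.01, -0.0024 and 0.02 in progeny 1, 2 and 3, and 0.90, 0.91, 0.92, 0.88 and 0.87 in progeny 4, 5, 6, 7 and 8. In the same order the Y medians were -0.07, -0.0066 and 0.06, and then -1.63, -1.68, -1.58, -1.23 and -1.23. These signed values are mouse over reference, opposite to the deposited series table. With normexp the Y difference was -0.51. That setting also left out the software's spatial detrending and dye normalization and added an offset of 50, so the change is not due to background subtraction alone.

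**Figure D1:**
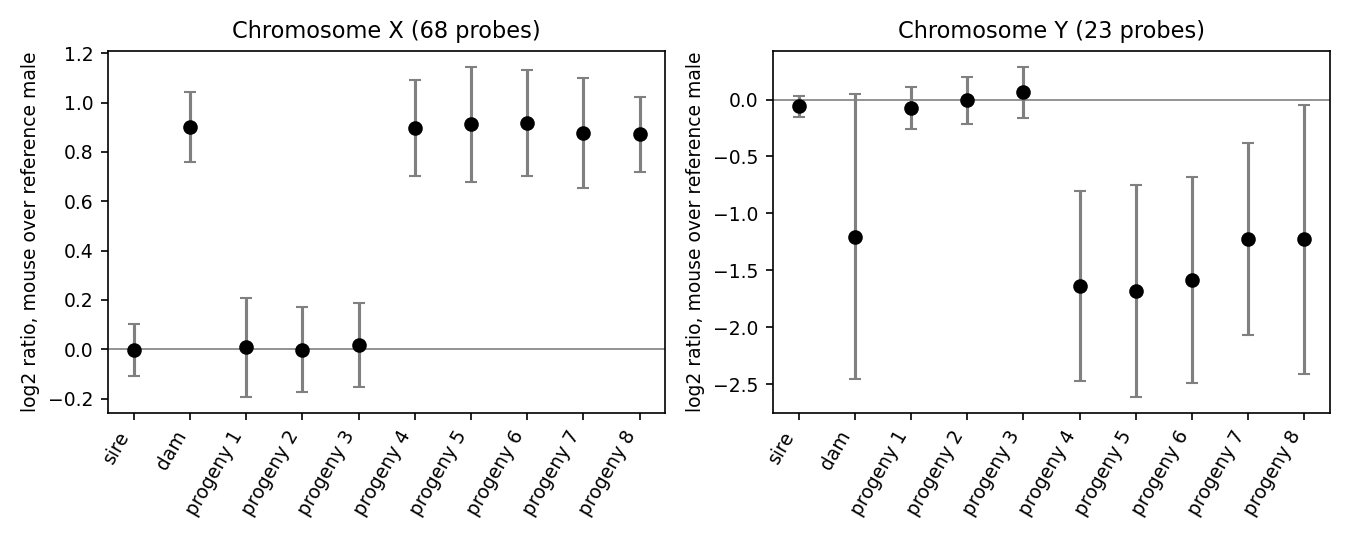
Median log2 ratio of mouse over reference male for the X probes (left) and the Y probes (right) in each of the 10 mice; bars show the SD over probes. The dam and progeny 4 to 8 lie between 0.87 and 0.92 on X, and the sire and progeny 1 to 3 lie near 0.

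The dam carried a gain on chromosome 4 that the sire did not carry, and 2 progeny had it. The planned means of 5 adjacent probes placed it within positions 101104705 to 101276346 (172 kb, 78 probes). In the dam and progeny 8 the outermost 2 probes at each end lay near 0, and the stretch trimmed to the gained probes, a step chosen after seeing the data, was 101110482 to 101270535 (160 kb, 74 probes). The mean log2 ratio over the 78 probes was 0.52 ± 0.17 (SD over probes) in the dam, 0.50 ± 0.24 in progeny 3 and 0.48 ± 0.18 in progeny 8. The medians were 0.55, 0.54 and 0.52, where 3 copies against 2 would give 0.58. In these mice 75, 76 and 75 of the 78 probes lay above 0. Medians of the other 7 mice ran from -0.03 to 0.04. The single-probe thresholds marked only 17 of the 78 probes in the dam, 7 in progeny 3 and 11 in progeny 8. The segment was therefore split into short pieces, and 4 of them counted as regions at which the parents differ (positions 101113453 to 101115371, 101135824 to 101150934, 101166843 to 101176103 and 101254655 to 101261298).

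**Figure D2:**
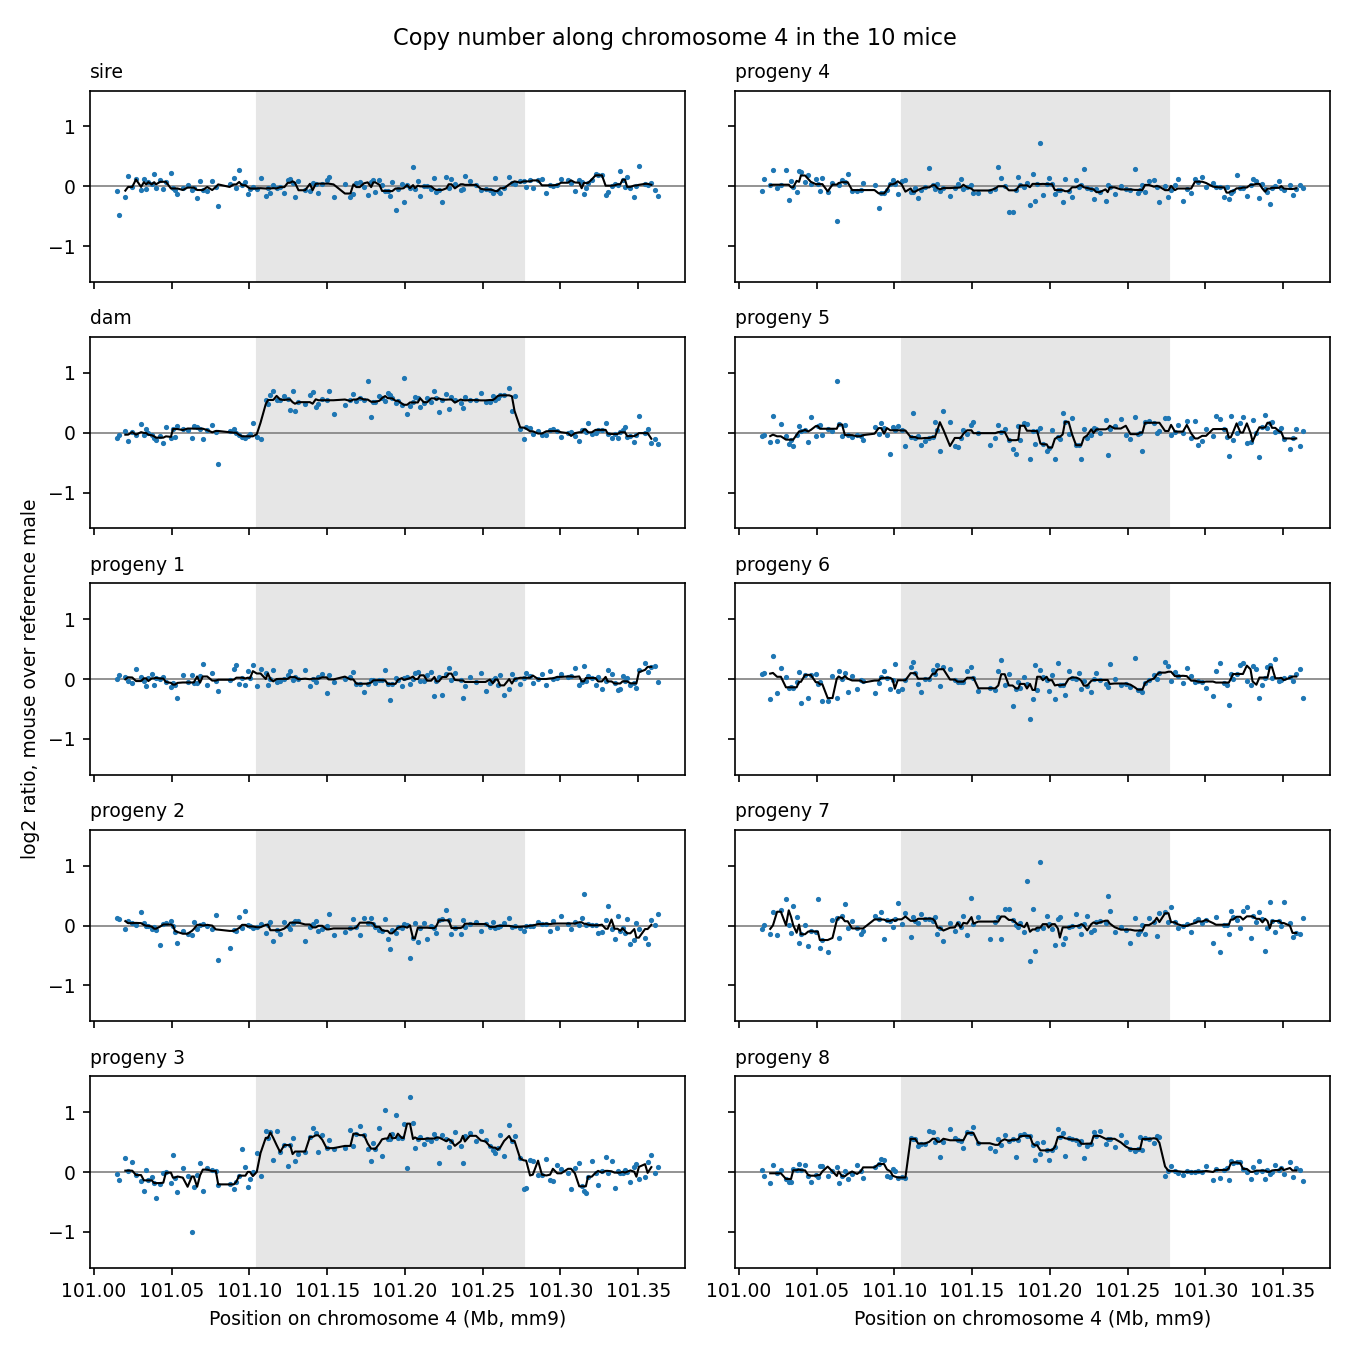
Log2 ratio of mouse over reference male along chromosome 4 (Mb, mm9) in each of the 10 mice; points are probes, lines are running medians of 5 probes and the shaded area is the 78-probe stretch from means of 5 adjacent probes. The dam, progeny 3 and progeny 8 lie near 0.5 inside it and the other mice near 0.

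The remaining region at which the parents differed was a loss on chromosome 3, positions 25417435 to 25444229 (26795 bp, 4 probes). The median was -1.47 in the dam and 0.03 in the sire. Progeny 4, 5, 6, 7 and 8 had medians of -1.50, -1.53, -1.44, -1.39 and -1.43, and progeny 1, 2 and 3 had -0.05, -0.0065 and -0.06. The 5 progeny with the loss were the same 5 whose X and Y medians lay near those of the dam. Altogether the parents differed at 5 regions, and at all 5 the call was in the dam. With thresholds of 1.0 and 0.6 only 2 regions were left.

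An autosomal difference carried on 1 chromosome of a parent is passed on with even odds, which the planned test took as given for both. The loss on chromosome 3 was carried by 5 of 8 progeny (exact two-sided binomial p = 0.727, adjusted p = 0.727). The gain on chromosome 4, with its 4 pieces counted as 1, was carried by 2 of 8 (exact p = 0.289, adjusted p = 0.578). Neither differed from even odds, and 8 progeny allow no p below 0.0078 in this test. The p for the chromosome 3 loss says nothing about inheritance of an autosomal difference. Its carriers were the progeny with X and Y medians near those of the dam. Over the 4 probes their medians lay below -1, the log2 of 1 of 2 copies. Over 6 probes (25417435 to 25457392), a stretch trimmed after seeing the data, the dam had -1.07. Progeny 4 to 8 had -1.11, -1.09, -0.98, -0.91 and -1.10 there, so the level does not decide between 1 copy and fewer.

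Over the 10 mice, 48 family regions were found, 18 gains and 30 losses. Of these, 8 gains lay inside the chromosome 4 segment. The loss on chromosome 3 was called in 6 mice, 4 regions were called in 2 mice and 43 in a single mouse. Outside chromosomes 3 and 4, the region called in 2 mice was a loss on chromosome 2, positions 167412861 to 167414542 (2 probes), with medians of -1.37 in progeny 4 and -1.24 in progeny 7. Without being called, the dam and progeny 5, 6 and 8 had -0.72, -0.92, -0.77 and -0.75 there, against -0.01 in the sire, 0.08 in progeny 1, 0.07 in progeny 2 and -0.25 in progeny 3. Most regions were short: 41 of the 48 spanned 2 probes, and the median length was 2236 bp. Among the 12 regions with the most probes were the chromosome 3 loss, 4 pieces of the chromosome 4 gain with 3 to 8 probes, and a loss in progeny 7 on chromosome 6, positions 127064397 to 127070916 (4 probes, median -0.92). The sire had no region and the dam had 5. Progeny 3 or 7 alone accounted for 32 regions, and 28 regions were left without progeny 7 and 16 without both. Among bright probes 11 regions were found, and with normexp 7, of which 5 were gains and 2 losses.

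Positive probes were few against the number tested and differed widely among mice. The sire had 29 and the dam 112. Progeny 1 to 8 had 71, 241, 651, 212, 125, 209, 840 and 97, with a median of 210.5. Losses outnumbered gains in 7 of the 8 progeny, with 348 gains and 303 losses in progeny 3. The same thresholds with opposite signs in the 2 orientations were passed by 72 probes in the sire, 37 in the dam and, in progeny 1 to 8, by 703, 984, 6566, 2618, 912, 1953, 7105 and 112. In all 8 progeny the count with opposite signs was the larger. Once the dye bias of single probes was removed, an alternative added after seeing the data, it was the smaller in progeny 2 (178 against 292), 5 (111 against 163), 6 (185 against 247) and 8 (25 against 98), and stayed the larger in progeny 1, 3, 4 and 7. Over all autosomal probes the 2 orientations of a mouse correlated at -0.31 to -0.48 across probes, which are not independent replicates. The difference between orientations of a mouse correlated at 0.64 to 0.75 with its mean over the other mice. Among bright probes the progeny median was 49 positive probes.

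**Figure D3:**
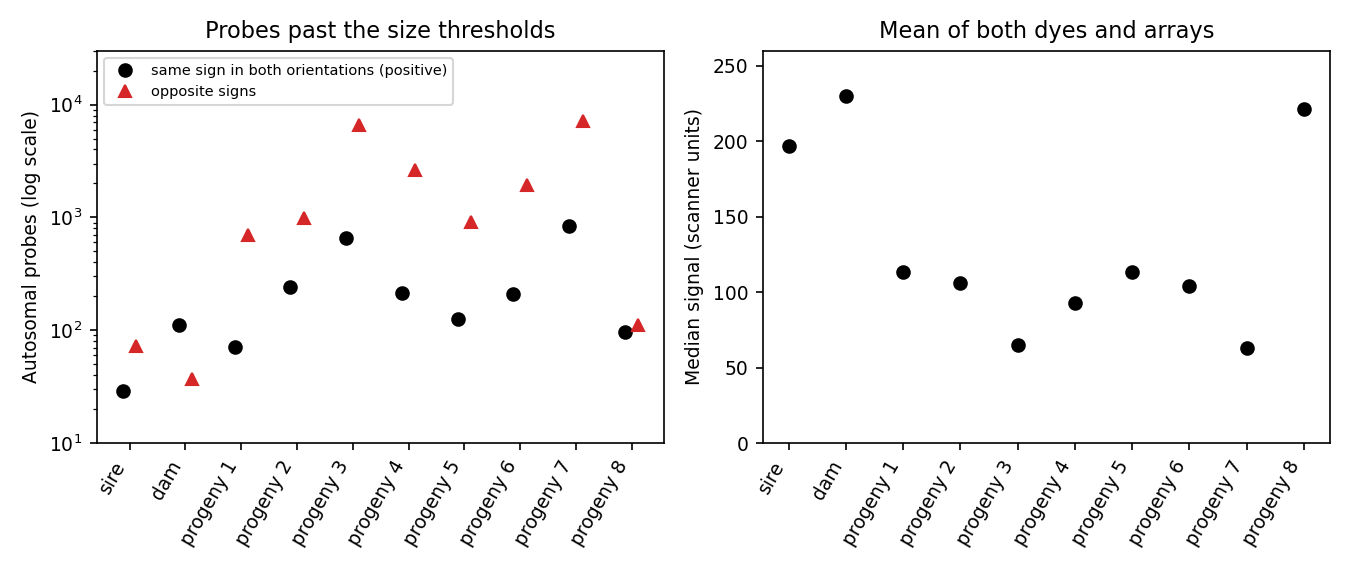
Left, autosomal probes past the size thresholds in each of the 10 mice on a log scale, with the same sign in both dye orientations (circles) or with opposite signs (triangles); right, median signal in scanner units averaged over dyes and arrays. Progeny 3 and 7 have the lowest signals, 65.0 and 63.0, and the largest counts of both kinds.

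Type L candidates for de novo CNVs, positive in a progeny mouse and in neither parent, numbered 43, with 15 gains and 28 losses, while normexp gave 4, with 3 gains and 1 loss. Progeny 1 and 4 had 0, progeny 6 had 1, progeny 5 had 2, progeny 8 had 3, progeny 2 had 4, progeny 3 had 13 and progeny 7 had 20. Of the 43, 5 gains lay inside the chromosome 4 segment that the dam also carries, 3 in progeny 8 and 2 in progeny 3, at probes that passed the thresholds in the progeny mouse and in neither parent. The single candidate with 3 positive probes was the chromosome 6 loss of progeny 7, where the sire had -0.04 and the dam 0.01. The other 42 had 2 positive probes. The next by number of probes was a loss in progeny 7 on chromosome 16, positions 63603757 to 63609017 (3 probes, median -1.34, but -0.09 with normexp and -0.02 among bright probes). The losses named for progeny 2 were on chromosome 1 (10392328 to 10393558, median -0.77, with -0.63 in the dam), chromosome 4 (152666710 to 152669029, -0.61), chromosome 10 (78709528 to 78711118, -0.69, with -0.44 in the sire, -0.39 in the dam and -0.36 in progeny 1) and chromosome 11 (26199488 to 26201941, -0.76, with -0.33 in the sire and -0.40, -0.56, -0.47 and -0.39 in progeny 4, 6, 7 and 8). Those of progeny 3 were losses on chromosome 1 (26405827 to 26411853, -0.75 and 45153736 to 45155454, -0.62) and chromosome 3 (109797443 to 109799301, -0.59), and a gain inside the chromosome 4 segment (101203225 to 101205258, 1.04). With normexp the 3 losses of progeny 3 had medians of -0.0066, -0.05 and -0.0012, and those of progeny 2 had -0.28, -0.10, -0.60 and -0.07 in the order named. The offset of normexp draws ratios of dim probes towards 0, so values near 0 do not by themselves argue against a loss. The chromosome 6 loss of progeny 7 had -0.06 with normexp and 0.031 among bright probes, a set that a loss can itself leave, since it lowers the signal of the mouse.

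The rule applied to a parent against the other 9 mice gave 0 Type L candidates for the sire and 3 for the dam, which is a stricter count on brighter arrays and no like-for-like background. All 5 regions of the dam were the chromosome 3 loss or pieces of the chromosome 4 gain, so the 3 candidates of the dam do not measure false calls. Calls of opposite sign gave 2253 in the progeny. After the dye bias of single probes was removed, an alternative added after seeing the data, there were 58 candidates against 137 with opposite signs, and 22 of the 43 were called again. Without progeny 7 there were 23 candidates, without progeny 3 and 7 there were 10, and among bright probes there were 7. The 10 include the 3 of progeny 8, which lie inside the chromosome 4 segment that the dam also carries. Progeny 8 also held 4 of the 7 among bright probes, so these counts are not all of de novo candidates outside that gain.

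Type S candidates numbered 2140, with 720 gains and 1420 losses, at 2029 probes, while normexp gave 74, with 1 gain and 73 losses. Progeny 1 to 8 had 69, 220, 622, 175, 82, 169, 764 and 39. The 5 of largest size were losses of single probes whose neighbours lay between -0.32 and 0.26. In progeny 6 the probe on chromosome 14 at 122348882 to 122348941 had -3.09 and that on chromosome 2 at 105118201 to 105118260 had -2.52, where the median of the other progeny was -0.51 and 1 of them was also positive for a loss. In progeny 7 the probe on chromosome 10 at 90643581 to 90643640 had -2.20 and that on chromosome 6 at 111771054 to 111771113 had -2.08. In progeny 3 the probe on chromosome 2 at 137540649 to 137540708 had -2.16. Orientations of the chromosome 14 probe differed, with -1.12 in Cy3 and -5.06 in Cy5. With normexp this probe had -2.46, and the other 4 lay between -0.12 and -0.02, with the same limit of its offset at dim probes. The rule gave 19 Type S probes for the sire and 32 for the dam when a parent was set against the other 9 mice, with the same limit as for Type L, and 16142 calls of opposite sign in the progeny. With the dye bias of single probes removed there were 2528 candidates against 3973 with opposite signs. Among bright probes 153 were left, and without progeny 7 there were 1376.

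No probe passed the test for a departure from the reference across the family. With limma, 0 of 949914 autosomal probes had an adjusted p under 0.05 and a mean of at least 0.5 in size, and 79 passed that size at an unadjusted p under 0.05. The limma variant that tests against a fold of 1.2 also gave 0, with 124 at an unadjusted p under 0.05. Without the size threshold 101295 of the 949914 probes had an unadjusted p under 0.05, which is more than chance gives at this level, and 0 had an adjusted p under 0.05. All ratios share 1 reference male, so this excess cannot be assigned to the family. The smallest adjusted p was 0.0644. The probe with the smallest p, on chromosome 12 at 3955713 to 3955772, had a mean of 0.33 ± 0.03 (SE, n = 10 mice, limma) and lay above 0 in 10 of 10 mice. Normexp values and bright probes gave 1 probe each. With the mouse in Cy3 alone 11392 probes passed, and in Cy5 alone 11304, of which 8829 and 1114 were higher than the reference. The main direction thus turned with the dye, which argues against copy number as the source of most of these calls.

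No probe passed the test of progeny against parents. A change in 1 progeny mouse moves a mean of 8 little, so the test does not address de novo candidates. Without the size threshold 11203 of 949914 probes had an unadjusted p under 0.05. That is fewer than chance gives at this level, so the test was conservative. With limma, 0 of 949914 probes passed and 341 had a difference of at least 0.5 at an unadjusted p under 0.05, and every alternative run for this test also gave 0. Among them each dye alone, added after seeing the data, had 3178 (Cy3) and 3687 (Cy5) at an unadjusted p under 0.05. The test against a fold of 1.2 had 197 at an unadjusted p under 0.05. Adjusted p was 1 for the 5 probes with the smallest p. At the first 2 of them, on chromosome 14 (124347136 to 124347195) and chromosome 9 (71874462 to 71874521), the progeny lay above the parents by 0.60 ± 0.08 and 0.68 ± 0.10 (SE, n = 8 progeny and 2 parents, limma). On chromosome 1 (49067454 to 49067513) the difference was -0.62 ± 0.09, and on chromosomes 15 (70014012 to 70014071) and 18 (83172032 to 83172091) it was 0.48 ± 0.08 and 0.62 ± 0.11. At all of them but the chromosome 1 probe it was the parents that departed from the reference. There the mean of the parents lay between -0.67 and -0.50 and that of the progeny between -0.05 and 0.01. The parents shared a scan batch with no progeny, so a fit with scan batch as a random block was added. Its correlation within batches was 0.11, and it gave 0 probes, with 318 at an unadjusted p under 0.05. Since the batch of the parents held no progeny, neither fit can tell a difference between generations from one between batches.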

Values the study reported

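The study reported de novo deletions in 7.1% of the progeny of non-irradiated sires (11 of 156) and in 20.4% of those of irradiated sires (29 of 142). Type L deletions were found in 5.1% (8 of 156) and 15.5% (22 of 142) of the progeny. These values followed a second array and quantitative PCR.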

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

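The tests of explanations in this part were chosen after the results were seen. Of 16 measures over the 8 progeny, 2 had a mouse whose gap to the nearest other mouse, as a share of the range, exceeded the 95% critical value of Dixon's test. Chance gives about 1 such case in 20 groups. Progeny 7 had 617 positive probes with losses, with a gap of 0.559 of the range. Progeny 8 had the highest median signal, 221, with a gap of 0.682 of the range.

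Progeny 3 and 7, the dimmest progeny, held 33 of the 43 Type L candidates. Calls of opposite sign, which a change in DNA copy number does not make, were also most frequent in these 2 mice, at 6566 and 7105, or 65.2% of those of the progeny. By the signal of the parents, which the candidates of the progeny do not affect, 31 of the 33 candidates (93.9%, exact 95% interval 79.8 to 99.3%) and all 22 losses among them lay in the dimmer 50% of autosomal probes. This argues against true differences in copy number of these mice, which would fall on dim and bright probes alike, as the source of most of their candidates, and dim arrays remain a likely cause. No biological difference between these mice and the other progeny is given by the labels, so none was tested.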

How the results depend on the processing

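Transmission gave 0 regions past an adjusted p of 0.05 in every setting run for it, which leaves out means of 5 adjacent probes and each dye alone. Progeny against parents gave 0 probes with limma in every setting run for it, each dye alone included, which was added after seeing the data. The parents differed at 2 regions with thresholds of 1.0 and 0.6, and at 5 with each progeny mouse left out. X stayed positive and Y negative in every setting, with X at 0.75 and Y at -0.51 under normexp and X at 0.85 with the mouse in Cy3 alone. In the order positive probes (progeny median), family regions, Type L and Type S, the counts were 42, 7, 4 and 74 with normexp; 49, 11, 7 and 153 among bright probes; 80, 12, 9 and 702 at thresholds of 1.0 and 0.6; and 383.5, 184, 175 and 3886 at 0.7 and 0.4. With signs ignored, a reading added after seeing the data, they were 1905.5, 2250, 2282 and 21818. Family regions were 5 and Type L candidates 1 with at least 3 positive probes, and 950 and 962 from means of 5 adjacent probes. Progeny minus each parent gave 14 Type L and 1424 Type S. Each dye alone gave medians of 16228 (Cy3) and 18991.5 (Cy5) positive probes. Probes departing from the reference were 1 with normexp, 1 among bright probes, 11392 in Cy3 alone and 11304 in Cy5 alone, where the main direction turned with the dye. Removing the dye bias of single probes, added after seeing the data and not run for limma, left positive probes, family regions, parental differences, Type L and Type S within 1.5 times the main counts. With progeny 3 and 7 left out together, also added after seeing the data, family regions were 16, Type L candidates 10 and Type S 754. Leaving out each progeny mouse gave 209 to 212 positive probes, 28 to 48 family regions, 23 to 43 Type L and 1376 to 2101 Type S, with 28, 23 and 1376 all without progeny 7, and 0 in both limma tests. Fewer mice entered the left-out settings, and the cause of changes outside these and the bright probes was not tested. Of 105 values of 23 named regions and probes, 84 moved by less than their spread, 20 by more, and 1 reversed: the chromosome 6 loss of progeny 7 was 0.031 among bright probes. Most of these values came from no centring, the deposited series table and all spots kept, which leave a ratio almost unchanged by construction. The 84 are therefore no measure of robustness, and most values that moved did so under normexp. Bright probes were 85.5% of all, so their number alone does not account for the lower counts, and signal over background limits these counts, although a loss can itself dim a probe. A GC correction was not run, for lack of probe sequences here. No paired analysis was possible because the number of a progeny mouse pairs it with no parent.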

Other observations

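The tests in this part were chosen after the results were seen. Means of 15 adjacent probes showed changes too small for the single-probe thresholds. For each progeny mouse the search took windows beyond 0.25 in both orientations, with all other mice under 0.1 in the same direction. Each stretch was then trimmed to the run of probes that most exceeded 0.2. Values near 0 in the other mice and shares of probes above 0 were thus favoured by the search and are no independent support. Progeny 1 had 2 such gains. On chromosome 2, positions 174991644 to 177826783 (2835 kb), its median over 15 probes was 0.42 (95% interval 0.39 to 0.46), with all 15 probes above 0, while medians of the other 9 mice ran from -0.02 to 0.02. Against a median spacing of 2.05 kb over the autosomes, most of this stretch held no probe, so its extent is not known. On chromosome 14, positions 26694134 to 26833029 (139 kb), the median of progeny 1 over 64 probes was 0.29 (95% interval 0.26 to 0.31), with all 64 above 0, and the other 9 mice ran from -0.01 to 0.03. Neither stretch held a positive probe, so neither was among the de novo candidates. On chromosome 8, positions 102132083 to 102244157 (39 probes), the dam had a median of 0.34 and progeny 4 to 8 had 0.28, 0.28, 0.25, 0.23 and 0.33, while the sire had 0.0065 and progeny 1 to 3 had 0.0083, -0.05 and -0.02.

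For the gains of progeny 1, dye bias of single probes is argued against, since the lowest median of an orientation was 0.27 once the dye bias seen in the other mice was removed. Both upper limits of the medians, 0.46 on chromosome 2 and 0.31 on chromosome 14, lay below 0.52, the lowest median among carriers of the chromosome 4 gain. In 1 piece of that gain (101254655 to 101261298) progeny 3 and 8 had only 0.41 and 0.38. The values thus argue against 1 extra copy of a 2-copy sequence in every cell for chromosome 14, and do not decide it for chromosome 2. The intervals cover probes of 1 mouse, and the carriers were measured on other arrays. Noise of single probes is argued against for both gains: on chromosome 14 a search in every second probe found 26731392 to 26763312 from 1 set and 26761986 to 27117210, which runs past the gain, from the other, with a lowest median of 0.27 over the probes left out (lower 95% limits 0.16 and 0.21). On chromosome 2 only 1 of the sets found the gain, with 0.40 (95% interval 0.14 to 0.46) over the probes left out, and of 179 other segments found in this way in the 8 progeny 0 had a 95% interval beyond 0.1 over the probes left out, while noise shared by neighbouring probes was not tested and progeny 3, 6 and 7 held 4 other segments, of 4 to 9 probes, absent from the other mice. A change in sequence already present in more copies or a gain in part of the cells may underlie them, and neither was tested. As an example, 5 copies against 4 would ideally give 0.32, just above the 95% interval of the chromosome 14 median and below that of chromosome 2. The chromosome 4 gain itself read 0.52 to 0.55 where 0.58 was ideal. Over the probes left out, the 95% intervals of both gains included 0.32, so the values do not decide on this example. No biological difference was tested either, since the labels name no group that sets progeny 1 apart.

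Probes scattered over the genome were low in the dam and in the same 5 progeny. Of 68 autosomal probes lower in the dam than in the sire by over 0.8 in both orientations, 39 had progeny 4 to 8 nearer to the dam and progeny 1 to 3 nearer to the sire, which is the pattern of the X and Y probes, and the most frequent other pattern held 5. They lay on 15 chromosomes and included the 4 probes of the chromosome 3 loss. The lowest, on chromosome 6 at 104241394 to 104241453, had -3.99 in the dam and -0.10 in the sire. Over the 39 probes the median was -1.49 in the dam, -1.51, -1.61, -1.56, -1.50 and -1.51 in progeny 4 to 8, -0.03 in the sire and -0.0030, -0.07 and -0.05 in progeny 1 to 3.

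Autosomal deletions inherited on 1 chromosome of the dam are argued against for most of these probes, which form 35 unlinked groups: with a normal copy from the sire progeny 4 to 8 would lie at or above -1, but the highest upper 95% limit of their medians was -1.18 (-1.13 with normexp), and all 5 lay below -1 at 25 of the 39, although not at each of the 4 chromosome 3 probes (highest -0.67). A scan batch is argued against as well: at 39 probes picked by the nearest parents of the other 7 progeny, progeny 3 was nearest to the sire in 100% (exact 95% interval 91.0 to 100%), while progeny 4, scanned with it, was nearest to the dam. None of the 75 probes higher in the dam had the pattern, and the share differed between lower and higher probes (Fisher's exact test, two-sided, p = 7.49e-17). The test took probes as independent, while the lower ones form 57 unlinked groups, 35 of them with the pattern, and the higher ones 65. Any cause that only lowers the signal would give this excess, so the p does not single out 1 cause. At a threshold of 0.5 the pattern was held by 68 of 253 lower probes (26.9%) and 10 of 872 higher ones. Sequence shared with the Y chromosome is a candidate explanation for the lower probes, under which the chromosome 3 loss would follow the sex of the mice and not an autosomal variant. It does not cover the higher probes or the chromosome 8 gain, which has the same pattern, and without probe sequences, which were not used here, it stays a hypothesis.

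The study's shares of progeny with deletions followed a second array and quantitative PCR, while the candidates here rest on the first array alone, so the counts are not set against each other. The study's list of de novo CNVs that passed those steps names no mouse of this family.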
